A study of Mus musculus with 4 samples. Its data were reported in "An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis" (2026).

How the data were processed

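The series holds 10x Multiome data, in which RNA and open chromatin (ATAC-seq) are read from the same nuclei. Liver cells of C57BL/6J mice were sorted as CD45+ CD64− CD11c+ cells, and their nuclei were isolated before any diet (D0) and on day 5 (D5) of chow with 0.1% DDC (3,5-diethoxycarbonyl-1,4-dihydrocollidine), which injures the bile ducts. The 4 samples of the series are the RNA and the ATAC layer of 2 libraries, so each day is represented by 1 library.

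The deposited RNA matrices hold raw counts, that is UMIs (unique molecular identifiers) per gene and barcode, which the authors made with Cell Ranger and limited to called barcodes. The deposited joint matrices hold raw counts of both layers for all barcodes seen, which the authors made with Cell Ranger ARC. In these the 32285 genes are followed by the peaks called in that library alone, and a peak value counts transposition cut sites. No file had been normalised. The genome build is not named in the files or labels, so coordinates are given as the files hold them, counted from 1, with the build unknown. The deposited tables of genes pair Ensembl gene IDs with symbols, and those symbols were used throughout. The joint matrix of D5 came without barcodes in the files used here, so the layers of each library were joined by identical counts over all genes. This matched 16260 of 16260 called barcodes at D0 and 27873 of 27873 at D5. At D0, where barcodes were given in both layers, every match was also the same barcode.

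The RNA layer of D0 held 44496348 UMIs in 16260 called barcodes, with a median of 1799 UMIs per barcode. At D5 it held 94374499 UMIs in 27873 barcodes, with a median of 2790. The ATAC layer held 230603066 counts in 142799 peaks at D0 and 246268185 counts in 147725 peaks at D5. Of the peak entries, 70.4% at D0 and 75.1% at D5 equalled 2, as when both ends of a fragment are counted, so peak counts were divided by 2 and are given as fragments.

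Nuclei with at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which left 14278 at D0 and 26633 at D5. Doublet scores were computed by the simulation of Scrublet, as implemented in scanpy 1.11.5, per library with an expected rate of 0.1. The thresholds that the method chose by itself called 38.6% of the barcodes at D0 and 0.0251% at D5, so a common rule, removal at a score of 0.2 or higher, was set after the scores had been seen. It removed 3542 nuclei (24.8%) at D0 and 6782 (25.5%) at D5 and kept 10736 and 19851. At least 2 lymphoid and at least 2 dendritic cell markers were found together in 19.5% of the kept nuclei at D0 and in 10.5% at D5. Remaining doublets and free lymphoid RNA would both raise this share, and the 2 were not separated.

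RNA of both libraries was clustered together (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1.0). The genes of the lists described next were left out of the clustering genes. A cluster was named from marker lists fixed before the data were examined, when at least 3 markers of a class were raised at least 2-fold over the other clusters, no other class came close and no other class supplied more of its 10 leading genes than the class itself. The thresholds of this rule were set with the clusters in view. Of 25 clusters, 6 stayed unnamed. Names carry the ending "-like" because they rest on markers alone. The cDC2-like nuclei (type 2 conventional dendritic cells, with their precursor-like preDC state) were clustered again at a resolution of 0.5, and states were named from preDC, Clec10a+ and Ccr7+ marker lists with a 1.25-fold minimum. Of the 5 subclusters, 1 (31 nuclei at D0 and 261 at D5) was led by Gzmc, Gzma, Ccl5, Xcl1 and Gzmb among others, genes of cytotoxic lymphocytes. It received no state and stayed in the cDC2-like pool, and leaving it out is among the alternatives. Ccr7+ DC-like nuclei (mature dendritic cells) form a class of their own. The ATAC layer was clustered on its own from barcodes with at least 2000 peak counts (30000 peaks, latent semantic indexing with 29 components), and clusters were named from the same lists. Peaks of the 2 libraries that overlapped formed 127216 shared regions, and only these were compared. Among 20042 nuclei named in both layers, 90.7% had the same name. No accessibility cluster was named T cell-like or macrophage-like. Of the nuclei named from RNA, 517 T cell-like nuclei were called NK cell-like from accessibility, and 586 macrophage-like nuclei were called cDC2-like. No accessibility cluster could be named Clec10a+, since only 2 of its markers were raised, so the states compared in the ATAC layer were named from RNA of the same nucleus. This departs from the plan made before the data were examined. So does the window of a gene, planned as the gene body plus 2 kb upstream. With the build unknown, the window was the start site given in the files with 2 kb on either side.

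The values compared were sums over the nuclei of a class, scaled to CPM by the total UMIs of that class or, for the ATAC layer, to fragment CPM by the total fragments of that class in shared peaks, and their log2 ratio. With 1 library per day no spread between replicates exists, so no test was run, no p-value is given and no number of changed genes is counted. Shares of nuclei carry exact Clopper-Pearson 95% intervals, gene values carry exact Poisson 95% intervals, ratios carry the matching exact interval and list medians carry the range of 1000 Poisson draws. All of these cover counting error only, not the variation between mice or libraries. A list's median was ranked among those of 10000 random lists with matched expression, and a percentile near 0 means a lower median than almost all of them. Correlations across genes carry no p-value, since genes are not independent replicates.

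The lists fixed before the data were examined were a panel of 11 ligands (Icosl, Pvr, Cxcl16, Lgals9, Icam1, Il18, Il1b, Il23a, Tnf, Ccl17 and Ccl22), an NFkB and T helper 17 list of 8 genes (Nfkb1, Nfkb2, Relb, Nfkbia, Nfkbid, Nfkbiz, Jak2 and Nlrp3) and a maturation list of 5 genes (Cd80, Ccl17, Ccl22, Arpin and Ccr7), all named in the study's text, with 6 single genes (Mgl2, Clec10a, Ccr7, Cd7, Xcr1 and Itgam). A heat shock list, an immediate early list, the T cell and NK cell markers together and the Ccr7+ DC markers without Ccr7 served for tests of explanations. The heat shock and immediate early lists were written after the fall of Hsph1 had been seen and before either list was measured. The other genes named are, for each of 3 comparisons, the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 100 UMIs in the group where they were higher and at least 10 in the other, without mitochondrial, ribosomal protein and symbol-less genes. For preDC-like against Clec10a+ cDC2-like nuclei the clustering genes and the marker genes of both states were left out as well, since they define the states. Of the shared peaks, the 3 highest and the 3 lowest under the same count rule are named, with the rule applied to cut sites, that is before division by 2.

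The alternatives tried were minimums of 500 and 1500 UMIs and of 1000 and 5000 peak counts, other doublet rules, a doubled resolution, clustering of each library on its own, thinning of every nucleus to 1000 UMIs, list genes kept in the clustering, edgeR TMM factors, the mean over nuclei in place of the sum, a minimum of 20 UMIs per list member, other gene windows, presence or absence of each peak, a 50% overlap of peaks, no classes, removal of the subcluster led by Gzmc, and other ways of naming nuclei. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The procedure was tested on simulated data made from these libraries. Of 200 features changed 2-fold in each of 5 comparisons, 100% were given the right direction. Intervals covered the true ratio for 95.2% to 95.9% of the features. Of 5000 simulated nuclei, 99.9% received the right class name. Feature counts were Poisson draws, the model behind the intervals, and each nucleus was drawn from the mean profile of a named cluster. Free RNA, doublets, unnamed clusters and variation within clusters or between mice were not simulated. These values therefore check the computation, not the naming of real nuclei. In 100 simulations without change, which used 9887 genes rather than the 9161 of the measured correlation, Pearson's r between the layers ran from -0.0248 to 0.0310.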

Results

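Nuclei of sorted liver CD11c+ cells were profiled for RNA and open chromatin before the DDC diet (D0) and on day 5 (D5), with 1 library per day. No replicates exist, so each interval covers counting error only, and a difference between the days is also a difference between 2 libraries. The RNA layer held 44496348 UMIs at D0 and 94374499 at D5, and the peaks held 230603066 and 246268185 counts.

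The composition of the nuclei was compared first, since it shows what the sort delivered. Dendritic cell-like nuclei (cDC1-like, cDC2-like and Ccr7+ DC-like) made up 4154 of 10736 nuclei at D0, or 38.7% (95% interval 37.8 to 39.6). At D5 they made up 11421 of 19851, or 57.5% (56.8 to 58.2), a difference of 18.8 percentage points. Without removal of doublets this difference was 28.6, the largest move among the alternatives. By class, cDC2-like nuclei rose from 19.4% to 36.4% and Ccr7+ DC-like nuclei from 2.92% to 6.15% of all kept nuclei. In contrast, cDC1-like nuclei were 16.3% at D0 and 14.997% at D5, pDC-like nuclei 21.8% and 10.3%, and NK cell-like nuclei 13.1% and 5.53%. Macrophage-like nuclei were 7.64% and 8.26%, T cell-like nuclei 3.24% and 2.16%, nonclassical monocyte-like nuclei 0.978% and 0.826%, neutrophil-like nuclei 0.0559% and 0.428%, and endothelial-like nuclei 0.279% and 0.0302%. Unnamed nuclei were 14.2% at D0 and 14.9% at D5. Of these, 1 cluster with raised cDC2 markers held 2.06% of the nuclei at D0 and 11.2% at D5, and 4 clusters with markers of more than 1 class held 8.75% and 2.00%.

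The study asks whether cholestasis shifts dendritic cells towards cDC2. Of the cDC1-like plus cDC2-like nuclei, cDC2-like nuclei were 2088 of 3840 at D0, or 54.4% (52.8 to 56.0), and 7223 of 10200 at D5, or 70.8% (69.9 to 71.7). The difference was 16.4 percentage points. The preDC-like share of cDC2-like nuclei addresses the appearance of precursors in this pool. It was 9.53% (8.30 to 10.9; 199 of 2088) at D0 and 20.96% (20.03 to 21.9; 1514 of 7223) at D5, a difference of 11.4 percentage points, which was 5.78 when every nucleus was thinned to 1000 UMIs. Ccr7+ DC-like nuclei were 314 of 4154 dendritic cell-like nuclei at D0, or 7.56% (6.77 to 8.41), and 1221 of 11421 at D5, or 10.7% (10.1 to 11.3). This difference of 3.13 percentage points was not detectable after thinning, at 0.263 (-0.609 to 1.10).

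**Figure D1:**
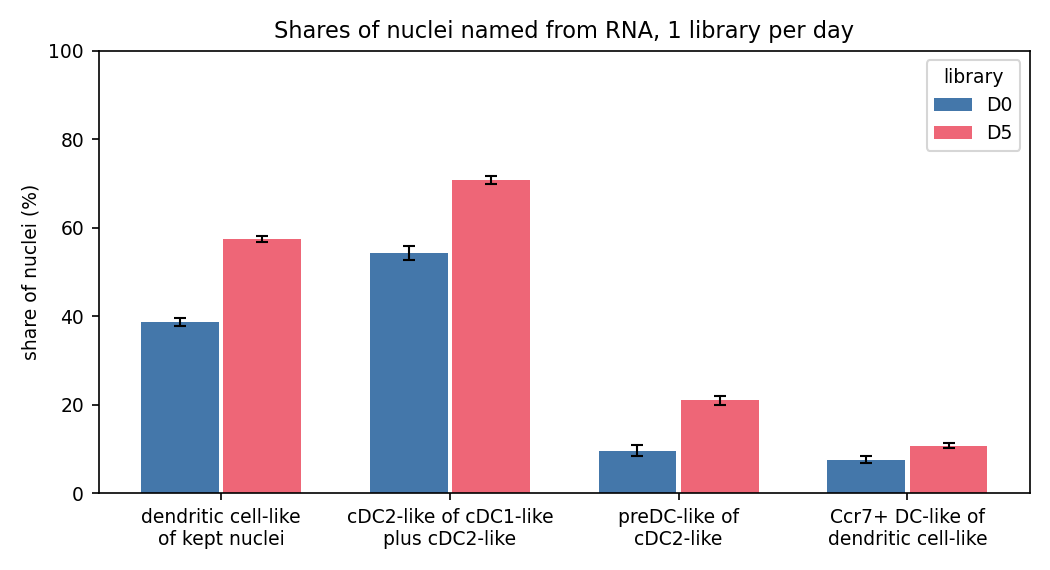
Share of nuclei in percent (y axis) for 4 classes or states (x axis) in the D0 and the D5 library. Bars are shares and error bars exact 95% intervals of counting error. The cDC2-like share stood at 54.4% at D0 and 70.8% at D5.

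The ligand panel was compared between the days in cDC2-like nuclei because the study names these genes in its account of signals among cDC2, biliary cells and γδ T cells. The sums held 4354803 UMIs at D0 and 21156670 at D5. The median log2 ratio, D5 over D0, was -0.60 (-0.68 to -0.35), lower than in almost all matched random lists (percentile 0.04). Of the 11 genes, 8 were lower at D5 and 3 higher, and all 8 and 2 of these went beyond their intervals. Il1b (ENSMUSG00000027398) had 2769 CPM at D0 and 2204 CPM at D5. Ccl22 had 181 CPM at D0 and 85.7 CPM at D5, and Cxcl16 had 238 and 158 CPM. Icam1 had 254 CPM at D0 and 144 CPM at D5, where T cell-like and NK cell-like nuclei held 86.4% of the cDC2-like level at D0 and cDC1-like nuclei 69.1 CPM. Tnf had 74.6 and 43.2 CPM, with 95.2% of the cDC2-like level in those nuclei, and Pvr had 141 and 127 CPM, with 18.6 and 21.7 CPM in those nuclei. Il18 had 20.2 and 12.3 CPM, and Il23a rested on 18 UMIs at D0 and 28 at D5. Ccl17 rose from 81.7 to 105 CPM and Lgals9 from 35.8 to 46.2 CPM, while Lgals9 in T cell-like and NK cell-like nuclei went from 110 to 75.0 CPM. Icosl was at 147 CPM on both days, with a log2 interval of -0.12 to 0.13. Its ratio was 0.24 with TMM factors, and within Clec10a+ cDC2-like nuclei it was -0.17 (-0.33 to -0.01).

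TMM scaling shifts all ratios of a comparison. The log2 ratio of the factors, D5 over D0, was -0.23 in cDC2-like and -0.32 in cDC1-like nuclei, and dividing by it raised every ratio by that amount. This was the alternative that moved the panel most, to a median of -0.36, with 7 genes lower, as Pvr changed direction to 0.09. The NFkB and T helper 17 list had a median of -0.33 (-0.35 to -0.29; percentile 5.17) in the same comparison, and all 8 genes were lower at D5, 7 beyond their intervals. With TMM factors its median was -0.09, and 3 genes (Nfkb1, Nfkb2 and Nlrp3) changed direction. The maturation list had a median of -0.53 (-0.62 to -0.44; percentile 2.82), with 4 genes lower and Ccl17 higher. Its median was -0.30 with TMM factors, and no member changed direction.

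Among the single genes chosen beforehand, Mgl2 (ENSMUSG00000040950) had 325 CPM (308 to 342) in cDC2-like nuclei at D0 and 143 CPM (138 to 149) at D5. Clec10a had 441 and 442 CPM, so no difference was detectable, although TMM factors put its log2 ratio at 0.24. Ccr7 (ENSMUSG00000037944) had 99.4 CPM at D0 and 73.6 CPM at D5, Itgam 140 and 114 CPM, and Cd7 176 and 245 CPM. The Cd7 log2 ratio was 0.06 (-0.06 to 0.20) without preDC-like nuclei and 0.36 (0.14 to 0.59) within them. Without them it was 0.30 with the TMM factors of the whole cDC2-like pool. Xcr1, a cDC1 gene, had 16.99 and 8.41 CPM in cDC2-like nuclei and 283 and 199 CPM in cDC1-like nuclei.

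By the rule for named genes, Ifitm1 (ENSMUSG00000025491) had the highest ratio in cDC2-like nuclei, with a log2 ratio of 3.72 (3.52 to 3.93) from 46.8 to 617 CPM. It was also higher at D5 in each of the 8 classes compared, T cell-like and pDC-like nuclei included. The next were Fxyd7 at 3.37, Cyp7b1 at 3.36, Cdh1 at 2.55 and Ccl1 at 2.33. Hsph1 (ENSMUSG00000029657) had the lowest, at -2.93 (-3.11 to -2.75) from 147 to 19.4 CPM, followed by Trpm2 at -2.76, Xlr at -2.58, Mmp12 at -2.57 and Cd81 at -2.48. A heat shock list without Hsph1 was lower at D5 in each of these 8 classes. In cDC1-like nuclei the highest were Ifitm1 at 3.16, Wfdc17 at 1.91, Gzmc at 1.79, Nupr1 at 1.56 and Ifitm2 at 1.504. Gzmc was among the 10 leading genes of the NK cell-like cluster. The lowest in cDC1-like nuclei were Nav2 at -2.66, Hsph1 at -2.57, Ctla2b at -2.52, Cd84 at -2.36 and Crim1 at -2.29.

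The study compared preDC with Clec10a+ cDC2 in these data. At D5, 1514 preDC-like nuclei with 4146851 UMIs were set against 2884 Clec10a+ cDC2-like nuclei with 8915513 UMIs. The panel median, preDC-like over Clec10a+, was -2.03 (-2.29 to -1.54), below every matched random list. The Clec10a+ subcluster was led by Tnip3, Mir155hg, Gadd45b, Tnfsf9 and Tnfaip3 among others, and only 1 of its 10 leading genes was a marker of the state. The random lists are matched on expression alone. The rank therefore cannot tell maturity from whatever else sets this subcluster apart. Of the 11 genes 10 were lower in preDC-like nuclei, 9 beyond their intervals. The lower gene within its interval was Icosl, at 154 CPM in preDC-like and 161 CPM in Clec10a+ nuclei (log2 ratio -0.07, -0.21 to 0.07). Il1b had 688 CPM in preDC-like and 4061 CPM in Clec10a+ nuclei, Ccl17 24.6 and 171 CPM, and Ccl22 22.4 and 165 CPM. Cxcl16 had 50.2 and 244 CPM, Icam1 81.5 and 247 CPM, and Tnf 13.99 and 57.3 CPM. Il23a rested on 1 and 19 UMIs, with a log2 ratio of -3.14 (-8.52 to -0.49). Lgals9 was higher by 0.10, within its interval. The log2 ratio of TMM factors was 0.35 here, which gave a median of -2.39 and made Lgals9 lower as well. Among genes that neither defined the clusters nor the states, Psat1 at 2.36, Fam234b at 2.05, Net1 at 2.04, Tbcel at 1.94 and Racgap1 at 1.89 were highest in preDC-like nuclei. Nod2 was lowest, at -3.21 (-3.83 to -2.64), followed by Ccl22 at -2.88, Ccl17 at -2.80, Il1b at -2.56 and Fcgr4 at -2.54. Ccl22, Ccl17 and Il1b are panel genes, which had been kept out of the clustering genes. They could therefore not be removed from this ranking as other strongly differing genes were, so their place in it is no separate evidence for the panel.

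**Figure D2:**
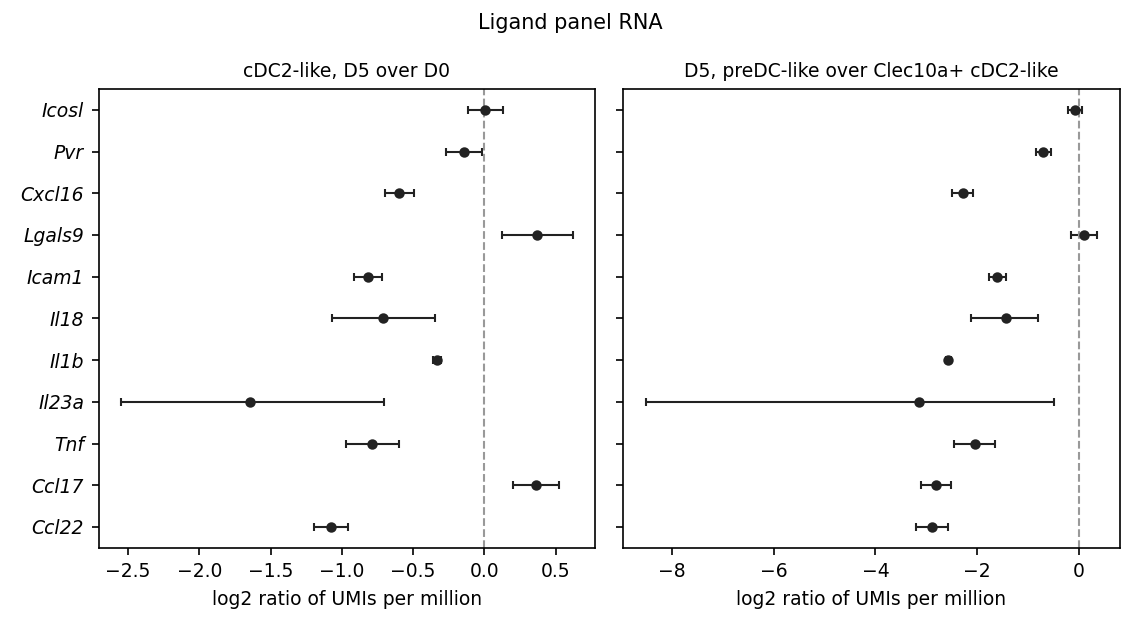
Log2 ratio of CPM (x axis) for the 11 ligand genes (y axis), for D5 over D0 in cDC2-like nuclei (left) and preDC-like over Clec10a+ cDC2-like nuclei at D5 (right, on a wider scale). Points are ratios and lines exact 95% intervals of counting error. On the left 8 genes lie below 0, or 7 with TMM factors, and on the right 10, or 11 with TMM factors.

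The same comparisons were made in the ATAC layer. For D5 against D0, 8909 and 2586 nuclei named cDC2-like from accessibility were used. The cluster left unnamed in RNA made up 19.9% of them at D5 and 6.73% at D0. The panel median was 0.02 (-0.09 to 0.09; percentile 62.8), so a change of the panel was not detectable without TMM scaling. Of the 11 genes 6 were higher and 5 lower, and 2 of each went beyond their intervals, Pvr (0.17) and Il18 (0.16) upwards and Icam1 (-0.20) and Cxcl16 (-0.18) downwards. The largest move was to 0.42, when all barcodes were used without classes. With TMM factors, whose log2 ratio was -0.11, Il23a changed direction and the median was 0.12 (0.02 to 0.20). For preDC-like against Clec10a+ cDC2-like nuclei at D5 (1305 and 2471 nuclei) the median was -0.60 (-0.73 to -0.44), below every matched random list. Of the 11 genes 9 were lower in preDC-like nuclei, 8 beyond their intervals. Icosl was lower within its interval, at -0.07 (-0.32 to 0.17). The lowest were Il23a at -2.19 (37 and 291 fragments), Cxcl16 at -2.04 and Ccl22 at -1.94. Lgals9 was higher by 0.38 (0.10 to 0.66) and Pvr by 0.01. TMM factors, with a log2 ratio of 0.14, turned Pvr lower and left Lgals9 higher.

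**Figure D3:**
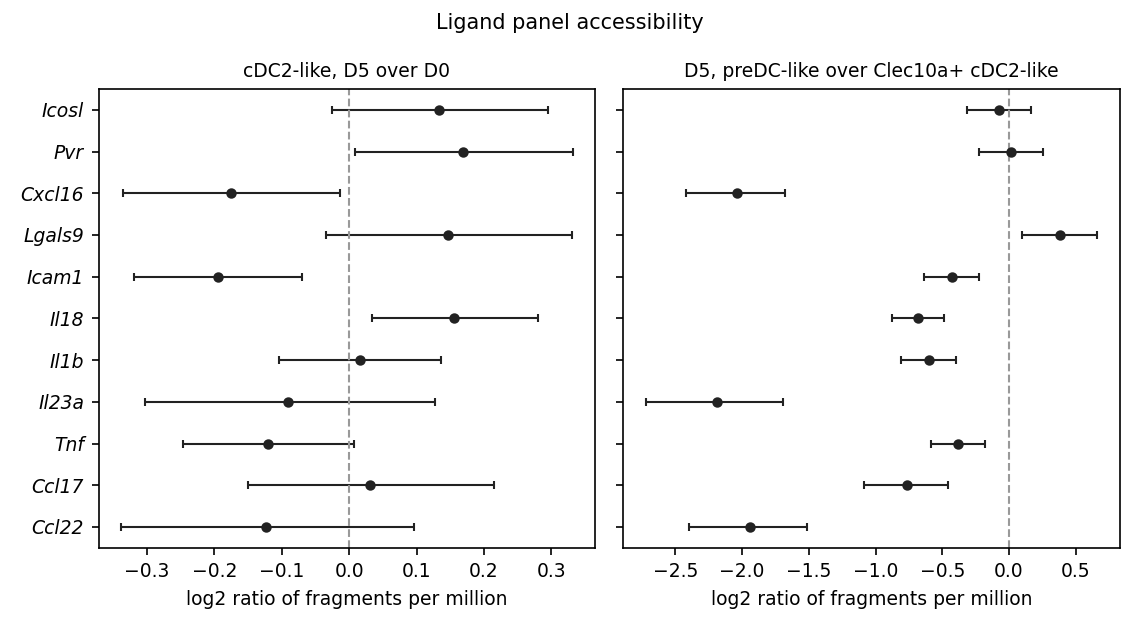
Log2 ratio of fragment CPM within 2 kb of the start site (x axis) for the 11 ligand genes (y axis), for D5 over D0 in cDC2-like nuclei (left) and preDC-like over Clec10a+ cDC2-like nuclei at D5 (right, on a wider scale). Points are ratios and lines exact 95% intervals of counting error. On the left the panel median is 0.02 and Il23a changes direction with TMM factors, and on the right the median is -0.60 and Pvr changes direction.

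The study also looked at the Mgl2 and Ccr7 loci across states. The start site of Mgl2 lies at chromosome 11, position 70130329 to 70130424 in the files' coordinates, and its window held 1 shared peak. At D5 this held 24 fragments in preDC-like nuclei, or 4.35 CPM (2.79 to 6.47), and 70 in Clec10a+ cDC2-like nuclei, or 7.35 CPM (5.73 to 9.29). The log2 ratio was -0.76 (-1.49 to -0.07). It changed direction, to 0.23 (-0.13 to 0.58), in a window of 10 kb on either side. It was -0.12 (-0.31 to 0.07) with each peak given to the nearest start site. With states named from accessibility there was no Clec10a+ state, so preDC-like nuclei were set against all other cDC2-like nuclei. That different comparison gave -0.63 (-1.33 to 0.01). The lower value thus holds only for some ways of measuring it. The start site of Ccr7 lies at chromosome 11, position 99155077, and its window held 2 shared peaks. At D5 it had 59.6 CPM (52.3 to 67.6) in Ccr7+ DC-like nuclei, 29.8 (26.5 to 33.5) in Clec10a+ cDC2-like nuclei, 20.8 (17.2 to 25.0) in preDC-like nuclei and 15.1 (12.5 to 18.01) in other cDC2-like nuclei. The log2 ratio of Ccr7+ DC-like to Clec10a+ nuclei was 0.998 (0.744 to 1.251), with the lowest alternative at 0.57. At D0 the order of the 4 groups was the same.

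**Figure D4:**
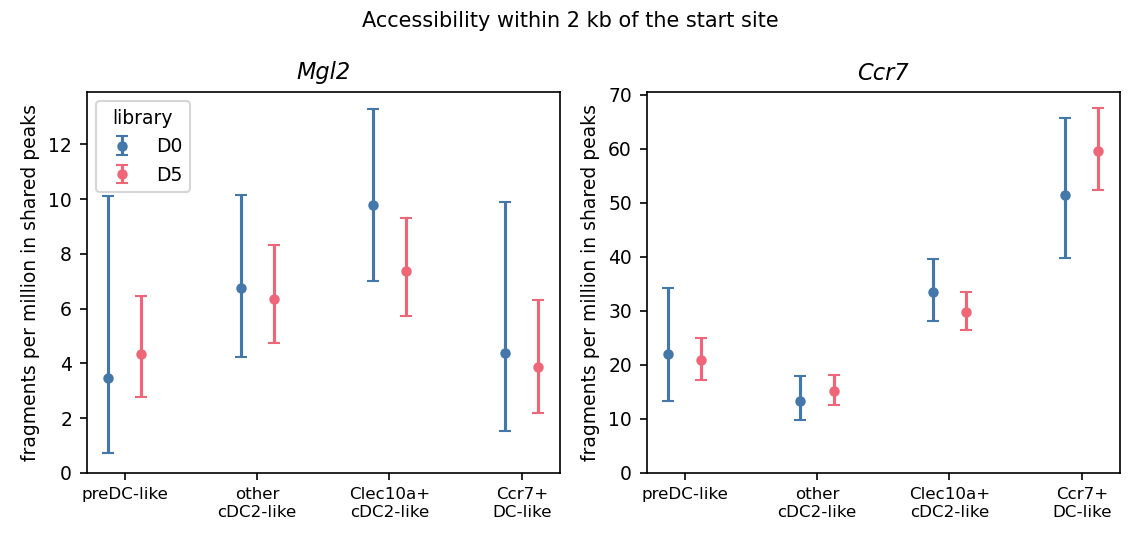
Fragment CPM in shared peaks (y axis) within 2 kb of the Mgl2 and Ccr7 start sites in 4 groups of nuclei (x axis), by library. Points are values and lines exact 95% intervals of counting error. For Ccr7 at D5 the Ccr7+ DC-like nuclei stand at 59.6 and the Clec10a+ cDC2-like nuclei at 29.8.

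Of the shared peaks with enough counts, the most raised at D5 in cDC2-like nuclei was at chromosome 2, 79230940 to 79232122, 23377 bp from the start site of Itga4 (log2 ratio 2.33, 1.33 to 3.53; 8.5 fragments at D0 and 126.5 at D5). The next lay at chromosome 10, 120323515 to 120324437, nearest to 1700006J14Rik (2.26, 0.97 to 3.93; 5 and 71 fragments), and at chromosome 6, 85851096 to 85851998, nearest to Nat8f2 (2.21, 1.21 to 3.41; 8.5 and 116.5). The most lowered lay at chromosome 1, 118481387 to 118482289, over the start site of Clasp1 (-1.97; 64 and 48.5 fragments), at chromosome 10, 96381722 to 96382565, nearest to Gm48428 (-1.77; 87 and 75.5), and at chromosome 5, 144256051 to 144256970, 816 bp from that of Bri3 (-1.76; 267.5 and 234.5). Across 9161 genes, the D5 against D0 ratios of the layers in cDC2-like nuclei had a Pearson's r of 0.242 and a Spearman's rho of 0.135. The alternatives gave an r of 0.179 to 0.243. Genes are not independent replicates, and simulations without change, run on a different set of 9887 genes, gave at most 0.0310.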

Values the study reported

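The study set a target of 10,000 nuclei for the Multiome experiment. For its flow cytometry, which counts cells rather than nuclei, it gives Mgl2+ cDC2B as 34.4% ± 0.2% at D0 and 19.8% ± 4.9% at D10. Its single-cell RNA atlas, which is not analysed here, held 7563 cells in the cDC2 subset.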

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

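The tests of free RNA for Il1b, Ccl22 and Nfkbia and the tests of Cd7, Il1b, Nfkbia, Ccl22 and Ccr7 within or without preDC-like nuclei were chosen only after the result was seen, and the rule for the free RNA tests was made stricter once the Nfkbia value was known. The test of the leading genes of the unnamed cluster was planned, but it was narrowed to 4 genes after its result was seen. With 1 library per day, a difference between mice or between preparations stays open for every pattern here, and the diet is an untested explanation for each.

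The list genes and single genes were compared between cDC2-like and cDC1-like nuclei, 27 genes in all. For 5 of them the D5 over D0 ratios went in opposite directions, each beyond its counting interval, and this drew attention to them. The difference between the classes was not itself tested. In cDC2-like minus cDC1-like log2 ratio, Ccl22 differed by -2.21, Ccr7 by -0.93, Cd7 by 1.16, Il1b by -0.79 and Nfkbia by -0.55. The 5 genes keep both directions with TMM factors. These are ratios of the whole cDC2-like pool, and the states within it did not all move alike.

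Ccl22 was lower in cDC2-like nuclei (-1.08) and higher in cDC1-like nuclei (1.13). RNA released from other cells would raise it in unrelated classes too. The largest rise among T cell-like, NK cell-like and pDC-like nuclei was 12.0% of that in cDC1-like nuclei, which argues against free RNA. Il1b was lower in cDC2-like nuclei (-0.33) and higher in cDC1-like nuclei (0.46). Here the rise in pDC-like nuclei reached 87.9% of that in cDC1-like nuclei, and T cell-like and NK cell-like nuclei rose beyond counting error as well, so the rise in cDC1-like nuclei may be free RNA. Nfkbia was lower in cDC2-like nuclei (-0.30) and higher in cDC1-like nuclei (0.24). NK cell-like nuclei rose by 576% of the rise in cDC1-like nuclei while the rise in T cell-like nuclei was within counting error, so free RNA and a change of expression in each class cannot be told apart for Nfkbia.

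The ratios of cDC2-like nuclei mix states whose shares differ between the days. At the D0 levels, the larger preDC-like share alone would account for 50.1% of the fall of Il1b, 44.2% of that of Nfkbia, 39.3% of that of Ccr7 and 21.1% of that of Ccl22. TMM factors were computed for the whole cDC2-like pool, not for the pool without preDC-like nuclei, and were borrowed for it. Without preDC-like nuclei and with these factors, the log2 ratio was -0.72 for Ccl22 and -0.29 for Ccr7, both beyond counting error. At that scaling, this argues against share and scaling together as their cause. The log2 ratio was 0.0204 for Il1b and 0.0174 for Nfkbia. The clusters behind these values near 0 went apart. In the clusters of 4005, 2772, 431 and 288 nuclei, the ratios without TMM factors were -0.11, -0.33, -1.08 and 0.51 for Il1b. For Nfkbia they were -0.05, -0.81, -0.88 and 0.53, the last within counting error of 0. Scaling by the factors of the whole pool shifts every cluster by the same amount. For each gene the counting interval of the largest cluster did not overlap those of the clusters of 2772 and 431 nuclei. This argues against share with that scaling as the only change of Il1b and Nfkbia within these clusters. It does not decide the cause of the fall in the whole pool, where moves in opposite directions may cancel. Factors for each cluster were not computed. In the pool without preDC-like nuclei a remaining change was not detectable with the borrowed factors. Within Clec10a+ cDC2-like nuclei the ratios without TMM factors were -0.87 for Ccl22, -0.61 for Ccr7, -0.09 for Il1b and -0.03 (-0.07 to 0.00) for Nfkbia. Within preDC-like nuclei Il1b (0.61), Nfkbia (0.27) and Ccr7 (2.11, from 6 UMIs at D0) were higher at D5 beyond counting error, and Ccl22 (0.45) was not.

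Cd7 was higher in cDC2-like nuclei (0.48) and lower in cDC1-like nuclei (-0.68). Without preDC-like nuclei the ratio in cDC2-like nuclei was 0.0644, within counting error of 0. It was 0.30 (0.17 to 0.43) with the TMM factors of the whole cDC2-like pool. Within preDC-like nuclei Cd7 rose from 478 to 614 CPM, a log2 ratio of 0.36 (0.14 to 0.59), which argues against a larger preDC-like share as the whole cause. At the D0 levels, that share alone would account for 53.5% of the rise. Cd7 is a marker by which that state was named. In cDC1-like nuclei the T cell and NK cell markers together had a median log2 ratio of -1.23, and in cDC2-like nuclei -1.17. Less free RNA or fewer doublets with lymphocytes at D5 may therefore account for the lower Cd7 in cDC1-like nuclei. Cd7 itself stood at 1677 CPM in T cell-like and 1524 CPM in NK cell-like nuclei at D0. In the other classes this list had medians of -1.75 in Ccr7+ DC-like, -1.54 in macrophage-like, -0.92 in nonclassical monocyte-like, -0.66 in pDC-like, -0.42 in T cell-like and -0.34 in NK cell-like nuclei.

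Ccr7 was lower in cDC2-like nuclei (-0.43) and higher in cDC1-like nuclei (0.50). If Ccr7+ DC-like nuclei had been mixed into these classes, the other Ccr7+ DC markers would move with it. Their median without Ccr7 was 0.0816 in cDC1-like nuclei and -0.09 in cDC2-like nuclei, both with intervals that include 0 and with members going both ways. Ccr7 rose from 27.1 to 38.2 CPM in cDC1-like nuclei. It also rose beyond counting error in NK cell-like (33.7 to 66.8 CPM) and pDC-like nuclei (31.4 to 42.6 CPM). In T cell-like nuclei it went from 52.6 to 49.3 CPM, within counting error. No free RNA test was run for Ccr7, so spill-over, free RNA and a change of Ccr7 itself cannot be told apart. The list without Ccr7 was lower beyond counting error in Ccr7+ DC-like (-0.84) and macrophage-like nuclei (-0.65) and higher in NK cell-like nuclei (0.73). Its intervals included 0 in nonclassical monocyte-like (-0.81), T cell-like (-0.48) and pDC-like nuclei (0.05). It includes Ccl22, a gene of the panel and of the maturation list.

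An unnamed cluster with raised cDC2 markers lies outside the RNA comparisons of the report. It held 221 nuclei at D0, or 2.06% (1.80 to 2.35), and 2214 at D5, or 11.2% (10.7 to 11.6), and it drew attention as a signal in nuclei that no RNA comparison used. In the ATAC layer, where nuclei were named from accessibility, it made up 19.9% of the cDC2-like nuclei at D5 and 6.73% at D0. It stayed unnamed because Epcam, a marker of biliary epithelium, was among its leading genes beside Il1r2, Ifitm1, Dab2 and Rhoq. Epcam had 81.1 CPM in the cluster at D5 and 43.4 CPM in cDC2-like nuclei. Krt19, Krt7 and Sox9 together had 2.37% of the Epcam level, which argues against biliary epithelial cells. Doublets carry more UMIs, and the removed nuclei had a median of 4970 at D5. The cluster's median was 2649 UMIs at D5 against 2655 in cDC2-like nuclei, which argues against doublets as its main content, although its median doublet score of 0.106 lay above the 0.0890 of cDC2-like nuclei. Of the 4 leading genes Il1r2, Ifitm1, Dab2 and Rhoq, 2 exceeded the cDC2-like level more than 2-fold within the D0 nuclei of the cluster. Whether this is a state present on both days or a feature of the D5 library cannot be told apart, because only 221 nuclei came from D0 and 1 library stands for each day. With 1 library per day, a cluster made mostly of 1 library may be that library. Counting it as cDC2-like moved the cDC2-like share difference to 19.2 percentage points.

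Peaks called in only 1 library were left out of all comparisons. They held 2.38% of the peak counts at D5 (20280 peaks) and 1.81% at D0 (15383 peaks), counts that no comparison used. Their median count at D5 was 28.4% of that of shared peaks, which is in line with weak peaks near the calling threshold. That explanation was planned, and no biological explanation was tested for these peaks.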

How the results depend on the processing

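The alternatives chosen after seeing the data were Scrublet's own thresholds, doublet scores of 0.15 and 0.25, clusters counted in their best class despite other leading genes, cDC2-like nuclei without preDC-like nuclei, without the subcluster led by Gzmc or only Clec10a+, the 10 kb and nearest-gene windows, cDC2-like nuclei of the ATAC layer named from RNA, retained doublets in the ATAC layer, and states named from accessibility. The others were chosen before the data were examined. No paired analysis was possible because each day has 1 library and no label pairs the days. A value counts as moved when it left the counting interval of the reported one. Pearson's r has no such interval, and a Fisher interval that treats genes as independent, which they are not, stood in for it. The 13 values that answer a comparison had 145 alternatives, of which 91 stayed within that interval and 53 moved. The remaining 1 changed the direction of a value whose interval left out 0. The ATAC panel, D5 against D0, has an interval that includes 0, and its changes of sign are given below. For the 30 values of genes named by rule, 268 of 300 alternatives stayed within it, 32 moved and none changed direction.

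The panel in cDC2-like nuclei, D5 against D0, stayed within its interval in all 15 alternatives (-0.67 to -0.36). Leaving out the subcluster led by Gzmc moved none of the 7 values it was tried on. The other 3 list medians kept their direction in every alternative run but moved in some. The shares rose at D5 in every alternative run. Where values moved, the cause was not tested unless stated.

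Shares are given next as D5 minus D0 in percentage points, for dendritic cell-like nuclei (reported 18.8), cDC2-like (16.4), preDC-like (11.4) and Ccr7+ DC-like nuclei (3.13). A minimum of 500 UMIs moved only the Ccr7+ DC-like share, to 1.72. A minimum of 1500 gave 10.4 for dendritic cell-like and 4.28 for Ccr7+ DC-like nuclei. Without doublet removal the dendritic cell-like, preDC-like and Ccr7+ DC-like values were 28.6, 6.91 and 0.883. Scrublet's own thresholds gave 12.4, 11.5 and 4.12 for dendritic cell-like, cDC2-like and Ccr7+ DC-like nuclei. Removal at 0.15 gave 25.6, 6.98 and 0.926 for dendritic cell-like, preDC-like and Ccr7+ DC-like nuclei, and removal at 0.25 gave 20.9 and 9.78 for dendritic cell-like and preDC-like nuclei. A doubled resolution gave 21.6 and 9.31 for these. Clustering each library on its own gave 14.8 for dendritic cell-like and 13.03 for cDC2-like nuclei. Counting clusters in their best class gave 27.9, 19.2 and 6.68 for dendritic cell-like, cDC2-like and preDC-like nuclei, where the construction adds the unnamed cluster to cDC2-like nuclei. Leaving out preDC-like nuclei gave 13.8 for cDC2-like nuclei. Thinning to 1000 UMIs gave 20.7 for cDC2-like, 5.78 for preDC-like and 0.263 for Ccr7+ DC-like nuclei, and it equalises depth alone. The Ccr7+ DC-like difference also shrank under other doublet rules (0.883 and 0.926), so its size is not tied to depth alone.

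List medians are given as log2 ratios. With TMM factors the NFkB and T helper 17 median (reported -0.33) was -0.0943, the maturation median (-0.53) was -0.30 and the panel in preDC-like over Clec10a+ nuclei (-2.03) was -2.39, shifted by the factors themselves. Without doublet removal the NFkB list was at -0.41 and the preDC-like panel at -1.50. A doubled resolution gave -0.37 and -2.30 for the same pair. Scrublet's own thresholds gave -0.42, -0.67 and -1.38 for the NFkB list, the maturation list and the preDC-like panel. Clustering each library on its own gave -0.29 for the NFkB and -0.64 for the maturation list. Counting clusters in their best class gave -0.37 and -0.41 for these. Removal at 0.15 gave -0.43 for the maturation list. The mean over nuclei gave -0.63 for the maturation list and -2.30 for the preDC-like panel. The NFkB list was at -0.29 without preDC-like nuclei and at -0.15 in Clec10a+ nuclei only.

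In the ATAC layer the panel, D5 against D0 (reported 0.02), was at -0.0904 with promoters only, -0.11 with the nearest start site, 0.12 with TMM factors and 0.42 with all barcodes and no class, where the construction lets the mix of classes in. It lay above 0 in 8 and below 0 in 4 of its alternatives, so it has no settled direction. The preDC-like panel (-0.60) moved only with TMM factors, to -0.74. The Mgl2 locus (-0.76) changed direction in the 10 kb window, to 0.23, and was at -0.12 with the nearest start site, within counting error of 0. The Ccr7 locus (0.998) moved only with the nearest start site, to 0.57. Pearson's r across genes (0.242) was 0.179 with a minimum of 500 in both layers, 0.202 with the nearest start site and 0.219 with nuclei named from RNA, and these 3 moves rest on the Fisher interval.

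Thinned nuclei gave no Clec10a+ state, so that alternative gave no value for it. For the Mgl2 and Ccr7 loci, naming of the D0 states from RNA, first meant as an alternative, became the reported setting, and the gene body window was not run because the build is not named. Depth limits single genes most. In cDC2-like nuclei Arpin rested on 5 UMIs on each day and Il23a on 18 and 28, and the Mgl2 window rested on 24 and 70 fragments.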

Other observations

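The tests of the panel within Clec10a+ nuclei and with TMM factors, both tests of depth, the tests of Icam1, Tnf and Pvr and the test of Ifitm1 against the level in other classes were chosen only after the result was seen. The comparison of the Ifitm1 rise between classes was planned for cDC2-like nuclei and was applied to the other classes only after its result was seen. With 1 library per day, differences between mice or preparations stay open for each pattern, and the diet is an untested explanation.

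The files hold 16260 called barcodes at D0 and 27873 at D5. Both lie above the number of nuclei the study set as its target.

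The ligand panel had a median log2 ratio of -0.60 in cDC2-like nuclei. A larger preDC-like share at D5 would lower it, since preDC-like nuclei hold less of the panel. Within Clec10a+ cDC2-like nuclei the median was -0.43 (-0.51 to -0.18), which argues against that share as the whole cause. The fall did not hold in every state. Within preDC-like nuclei Cxcl16 (1.88, from 5 UMIs at D0) and Il1b (0.61) were higher at D5 beyond counting error. There Icam1 (-0.53) was lower beyond it, and Ccl17 and Ccl22 stayed within it. In all cDC2-like nuclei the median with TMM factors was -0.36 (-0.45 to -0.12), which argues against scaling as the whole cause. Of the 8 genes that fell, 5 fell by more than their whole level in T cell-like and NK cell-like nuclei at D0, which argues against free RNA as the whole cause for the panel. For Il18 and Il23a, 2 of these 5, the margin was within counting error. A class can hold no more free RNA than its whole level, here raised where its nuclei hold more UMIs than cDC2-like nuclei. By this limit cDC1-like nuclei allow 73.7% of the fall of Icam1, with an upper bound of 90.8 CPM against a lower bound of 94.3 CPM for the fall, which argues against free RNA as its whole cause. For Tnf they allow 85.5% of the fall, and the bounds overlap, so free RNA and expression cannot be told apart for Tnf. If less free RNA had lowered Pvr, its level in T cell-like and NK cell-like nuclei would have fallen by as much, to a log2 ratio of -1.85. The ratio there was 0.22 (-0.35 to 0.80), which argues against free RNA for Pvr, although TMM factors turn its ratio in cDC2-like nuclei. Outside cDC2-like nuclei the panel was lower beyond counting error in Ccr7+ DC-like (-0.22) and macrophage-like nuclei (-0.29). The intervals included 0 in NK cell-like (-0.26), nonclassical monocyte-like (-0.22), T cell-like (-0.26), cDC1-like (0.00) and pDC-like nuclei (0.08).

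Hsph1 fell in cDC2-like and cDC1-like nuclei. If tissue handling had stressed the cells of D0 more, a heat shock list without Hsph1 would be lower at D5 in every class. It was lower beyond counting error in 8 of 8 classes, with medians from -1.13 in T cell-like to -0.56 in macrophage-like nuclei, and at -0.91 in cDC2-like nuclei. This is consistent with handling that differed between the libraries, and a response of all classes to the diet would look the same. An immediate early list, which handling also raises, had medians of -0.64 in cDC2-like, -0.59 in T cell-like, -0.52 in macrophage-like, -0.41 in nonclassical monocyte-like, -0.32 in NK cell-like, -0.32 in cDC1-like, -0.10 in pDC-like and -0.09 in Ccr7+ DC-like nuclei. The ligand panel, NFkB and maturation genes that fell in cDC2-like nuclei were not separated from such an effect. Outside cDC2-like nuclei the NFkB list had medians from -0.38 in macrophage-like to 0.28 in NK cell-like nuclei, and the maturation list from -0.58 in T cell-like to 0.68 in pDC-like nuclei.

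Nuclei of D5 held more UMIs, which could make a state easier to name. After thinning to 1000 UMIs the preDC-like share still differed by 5.78 percentage points (4.24 to 7.23), which argues against depth as the whole cause of the 11.4. Thinning left 1524 preDC-like nuclei at D5 in place of 1514, while the cDC2-like nuclei grew from 7223 to 9422, so the smaller value came from a larger pool. There were 3 alternatives at unchanged depth that gave 6.68, 6.91 and 6.98, so a part played by depth was not shown. The Ccr7+ DC-like difference was 0.263 after thinning, so depth may explain it. It was also 0.883 (-0.0778 to 1.80) without doublet removal and 0.926 with removal at a score of 0.15, so the shrinkage is not specific to depth.

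Ifitm1 had the highest ratio in cDC2-like nuclei. A larger share of the cluster that leads in Ifitm1 does not explain it, since Ifitm1 was higher at D5 beyond counting error in 4 of 4 other cDC2-like clusters. The whole level in cDC1-like nuclei at D5, 190 CPM, allows free RNA for 38.3% of the rise in cDC2-like nuclei, which argues against free RNA as the whole cause there. The rises in T cell-like, NK cell-like and pDC-like nuclei were at most 51.0% of that in cDC2-like nuclei. For these 3 classes free RNA and a rise within each class cannot be told apart, since their levels at D5 lie close together. Cyp7b1 was a leading gene of preDC-like nuclei. Without preDC-like nuclei its log2 ratio was 4.90 (3.34 to 7.18), from 3 UMIs at D0 and 381 at D5, which argues against the preDC-like share as the whole cause. Stray preDC-like nuclei in the other clusters were not tested.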
